# MiR-21 Is under Control of STAT5 but Is Dispensable for Mammary Development and Lactation

**DOI:** 10.1371/journal.pone.0085123

**Published:** 2014-01-30

**Authors:** Yonatan Feuermann, Keunsoo Kang, Avi Shamay, Gertraud W. Robinson, Lothar Hennighausen

## Abstract

Development of mammary alveolar epithelium during pregnancy is controlled by prolactin, through the transcription factors STAT5A/B that activate specific sets of target genes. Here we asked whether some of STAT5's functions are mediated by microRNAs. The *miR-21* promoter sequence contains a *bona-fide* STAT5 binding site and *miR-21* levels increased in HC11 mammary cells upon prolactin treatment. *In vivo miR-21* was abundantly expressed in mammary epithelium at day 6 of pregnancy. Analysis of mice lacking *miR-21* revealed that their mammary tissue developed normally during pregnancy and dams were able to nurse their pups. Our study demonstrated that although expression of miR-21 is under prolactin control through the transcription factors STAT5A/B its presence is dispensable for mammary development and lactation.

## Introduction

Cytokines control a plethora of biological functions, many of them mediated by the JAK-STAT signal transduction pathway. The transcription factors Signal Transducer and Activator of Transcription 5A and 5B (collectively referred to as STAT5) are key executors of cytokine signaling, including prolactin, growth hormone, erythropoietin, and interleukins [1]. STAT5 controls different facets of mammary development, from the establishment and maintenance of alveolar progenitors during puberty to alveolar differentiation during pregnancy [2]–[4]. The complexity of defects observed in the absence of STAT5 suggests the presence of a network of downstream mediators that effects a variety of physiological functions [5]. MicroRNAs are small non coding RNA molecules, which modulate cell functions via post transcriptional regulation of mRNAs [6]. Like most genes, microRNA genes are regulated by transcription factors and are expressed in tissue and developmental stage specific patterns. For example, the expression of the *miR-21* gene is suppressed by STAT3 in glioma cells [7] but upregulated by STAT3 in multiple myeloma cells [8]. These findings open the possibility that the same microRNA can be differentially controlled by the same transcription factor in different tissues or development stages.

STAT5 is essential for prolactin induced mammary gland development during pregnancy [2], [3]. While multiple STAT5 regulated genes have been discovered [1], only a few microRNAs, among them *miR 17–92* and *miR-15/16* [9], [10] have been linked directly to STAT5. MicroRNA-21 (*miR-21*) is conserved in mammals and it is located within the gene encoding the transmembrane protein 49 (*VPM1*) in human [11] and mouse [8]. 

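In the mouse genome (mm9), *Vmp1* lies on the minus strand of chromosome 11 from 86397367 to 86497338 and has 12 exons in the GENCODE annotation. Its last exon runs from 86397367 to 86398953, and the bases from 86397367 to 86398809 of that exon are 3′ UTR. The *Mir21* hairpin of 92 nt lies inside this 3′ UTR, on the same strand, from 86397569 to 86397660. Read in the direction of transcription, the hairpin is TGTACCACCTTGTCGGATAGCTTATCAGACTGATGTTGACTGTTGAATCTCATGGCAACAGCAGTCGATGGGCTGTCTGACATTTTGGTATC. The mature miR-21 of 22 nt was placed by its sequence, TAGCTTATCAGACTGATGTTGA as DNA, at 86397622 to 86397643.

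**Figure D1:**
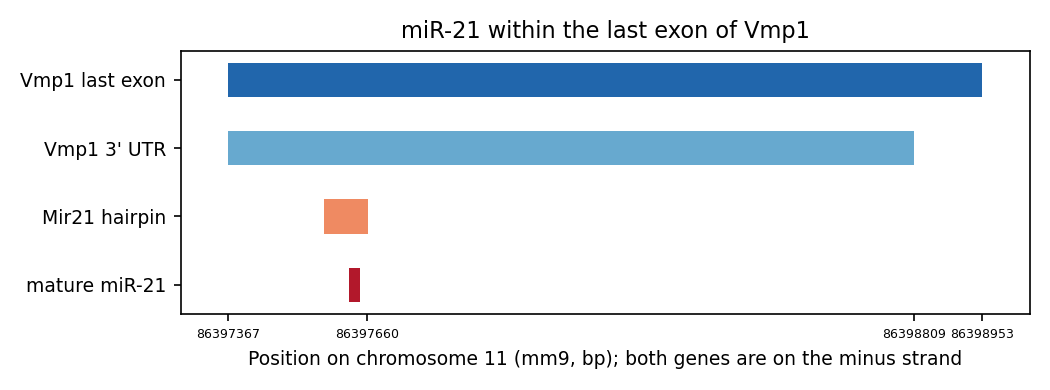
Map of the last exon of *Vmp1* on chromosome 11 (mm9, position in bp), with its 3′ UTR, the *Mir21* hairpin and the mature miR-21 drawn to scale. Bars are the annotated or matched intervals, and the hairpin from 86397569 to 86397660 lies wholly inside the 3′ UTR.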

MicroRNA profiling of different cancer types revealed that *miR-21* is up regulated in several cancers, including those of breast, prostate and lung [12], [13]. MiR-21 has been shown to target the expression of phosphatase and tensin homologue (*PTEN*) in hepatocellular cancer [14], programmed cell death 4 (*PDCD4*) in colorectal cancer [15] and Sprouty2 (*SPRY2*) in cardiocytes [16]. Notably, transgenic mice expressing active PTEN specifically in mammary epithelium exhibited a decrease in the number of alveolar epithelial cells [17]. Moreover, it has been suggested that low levels of the functional PDCD4 protein may be essential for cell proliferation, and that accumulation of the protein in nuclei may negatively regulate cell proliferation [18], [19]. SPRY2 has been described as a negative regulator of branching morphogenesis [16]. A recent study demonstrated that IL-6 through STAT3 activates the *miR-17/92* cluster [20] and *miR21* [21]. In contrast, expression of the *miR-21* gene is suppressed by STAT3 in glioma cells [7]. Here we asked whether the STAT3 target gene *miR-21* is also recognized and controlled by STAT5.

## Materials and Methods

### Mice

Animals were handled and housed in accordance with the guidelines of NIH and all experiments were approved by the Animal Care and Use Committee of The National Institute of Diabetes and Digestive and Kidney Diseases (NIDDK) (Permit: ASP K089-LGP-11). All efforts were made to minimize suffering. Generation of *miR-21^−/−^* mice was previously described [22]. Mice with a deletion of the *Stat5* locus in mammary epithelial cells have previously been reported by Yamaji et al [2].

### MicroRNA extraction and analysis

miRNA was extracted with miRNeasy system for purifying total RNA (Qiagen). Expression analysis was performed by using TaqMan probes (Applied Biosystems; Foster City, CA) for real-time PCR. cDNA was synthesized from total RNA using gene-specific primers according to the TaqMan MicroRNA Assay protocol (Applied Biosystems; Foster City, CA). Reverse transcriptase reactions contained 10 ng of RNA samples, 50 nM stem-loop RT primer, 1× RT buffer, 0.25 mM each of dNTPs, 3.33 U/µl MultiScribe reverse transcriptase and 0.25 U/µl RNase inhibitor (cDNA Archive kit from Applied Biosystems). The 7.5 µl reactions were incubated for 30 min at 16°C, 30 min at 42°C, 5 min at 85°C and then held at 4°C. Real-time PCR was performed using an Applied Biosystems 7300 Sequence Detection system. The 20 µl PCR included 0.67 µl RT product, 1× TaqMan Universal PCR master mix and 1 µl of primers and probe mix of the TaqMan MicroRNA Assay protocol (Applied Biosystems; Foster City, CA). The reactions were incubated in a 96-well optical plate at 95°C for 10 min, followed by 40 cycles of 95°C for 15 sec and 60° for 10 min. The CT values were determined using default threshold settings. The threshold cycle (CT) is defined as the fractional cycle number at which the fluorescence passes the fixed threshold.

### RNA extraction and analysis

Total RNA was extracted with the miRNeasy system (Qiagen). Expression analysis was performed using TaqMan probes (Applied Biosystems; Foster City, CA) for real-time PCR. Real-time PCR was carried out on an ABI Prism 7900HT (Applied Biosystems). Individual PCRs were performed in triplicate on samples using the housekeeping gene mouse beta-actin for normalization and experimental probes to obtain average threshold cycle (CT) values. The threshold cycle is defined as the fractional cycle number at which the fluorescence passes the fixed threshold. Average beta-actin CT values were subtracted from experimental CT values to obtain delta CT values. Delta CT values were then calculated by subtracting experimental sample delta CT values from the control sample delta CT. Relative gene expression was calculated using 2 delta CT.

### HC-11 cell culture

Mouse mammary HC-11 epithelial cells were cultured in DMEM/F-12 medium supplemented with 5% FBS, 5 µg/ml insulin, 100 ng/ml hydrocortisone, 100 U/ml penicillin and streptomycin. Cells were plated on 100-mm dishes at a density of 1.0×10^6^ cells and grown at 37°C for approximately 24 h to reach 60–70% confluence. Cells were then cultured for 24 h in DMEM/F-12 medium supplemented with 5 µg/ml insulin and 100 U/ml penicillin. After 24 h prolactin (0.5 µ µg/ml; source?) was added to the cultured medium. After 0.5, 1, 2 and 4 h the cells were harvested and total RNA was extracted.

### RNA-Seq analysis

RNA was prepared for sequencing using the TruSeq RNA Sample Prep Kit, Set A (Illumina catalog # FC-122-1001) according to manufacturer's recommendations. Each sample was prepared from 1 µg total RNA. cDNA was synthesized using random hexamer primers and SuperScript II (Invitrogen). The resulting cDNA libraries were quantified using the QuantiFluor™-ST system and checked for quality and size using the Agilent 2100 Bioanalyzer (High Sensitivity DNA kit, Agilent catalog # 5067-4626). A portion of each library was diluted to 10 nM and stored at −20°C. 2 µl of the 10 nM libraries were diluted and denatured, according to instructions from Illumina. The samples were loaded onto the cBot for clustering on a flow cell according to manufacturer's instructions (Illumina Inc., San Diego, CA) and sequenced using HiSeq 2000 (Illumina). The single-end sequenced tags from biological replicates of both wild-type and *miR-21* ^−/−^ samples were aligned to the mouse reference genome (mm9 assembly) using the TopHat program [23]. Transcript abundances were estimated by means of FPKM (fragment per kilobase of exon per million fragments mapped) and differentially expressed genes (DEGs) were initially identified by using the Cufflinks program [24]. To remove potential false-positives, we only regarded the identified genes showing more than 5 FPKM in either *miR-21^+/+^* or *miR-21^−/−^* samples as reliable DEGs. All statistical analyses were performed using a two-tailed unpaired Student's t test. A p-value of 0.05 or less was considered significant. The RNA-seq data are deposited in GEO under accession number (GSE50068).

### Transplantation of mammary epithelia

Transplantations were performed as previously described [4]. In brief, athymic nude mice (3-wk-old) were anesthetized and the proximal part of the inguinal gland containing the mammary epithelium was excised. Small pieces of mammary tissue from mature virgin female *miR-21^+/+^* or *miR-21^−/−^* mice were transplanted into the cleared fat pads. To assess the complete removal of host epithelia, the excised endogenous glands were processed for whole mount staining. Six weeks after transplantation, fat pads were harvested from virgin hosts and processed for whole mount staining in carmine alum.

### Chromatin immunoprecipitation assay

Chromatin immunoprecipitation assay was performed as previously described [25], with some modifications. Enriched primary mammary cells were cultured in complete EpiCult-B medium (supplemented with 5% fetal bovine serum). Once the cells had reached 80% confluency they were starved for 5 h, immediately after starvation they were stimulated with prolactin for 1 h. Cells were cross-linked using 1% formaldehyde (Protocol Formalin; Fisher Scientific). Cell lysates were sonicated and immunoprecipitated with α-STAT5 antibody (R&D Systems, Minneapolis, MN) or rabbit serum as control (Upstate Biotechnology). Immunoprecipitated DNA was eluted, amplified by real-time PCR using a 7900 HT fast real-time PCR system (Applied Biosystems) and analyzed using SDS2.3 Software (Applied Biosystems). Sequence-specific primers used for the proximal predicted GAS sites in the *miR-21* promoter as well as *Socs2* and *Igf1* GAS sites were previously described [25]. *Socs2*: forward primer 5′-GGAGGGCGGAGTCGCAGGC-3′, reverse primer 5′-GACTTGGCAAGAGTTAACCGTC-3′, *Socs2*: forward 5′-GCATATGTCTCTGAAAGGGGTGA-3′ and reverse 5′-GGCACAAGCTAGCCGATGGTTAG-3′; for the *miR-21* GAS sequence, forward primer 5′- TGAGAAGTCCCACATTTATCACC-3′, reverse primer 5′-GAGAGGGAGGGCAGTTTCTT-3′. Primers for a region outside of a suspected STAT5 binding region were forward 5′-AGAAGGGGCGAGTTCTTAGC-3′, reverse 5′-CTGATCTCCTGCCTCTACCG-3′.

### Locked nucleic acid (LNA)-modified-in situ hybridization for miR-21

Locked nucleic acid (LNA)-modified, digoxigenin (DIG)-labeled probes complementary to mouse mature miRNAs were obtained from Exiqon, Inc (Woburn, MA). Sections of *Stat5a/b^fl/fl^* mammary tissue from 6 days pregnant mice were deparaffinized and treated with proteinase K for 20 min (10 µg/ml). After washing in PBS, sections were re-fixed in 4% paraformaldehyde for 10 min, washed twice in PBS, and prehybridized for 1 h in hybridization buffer (Roche, Mannheim, Germany). Tissues were hybridized overnight in the presence of 0.4 pmol/µl probe at 50°C. Slides were washed twice in 2× SSC at 37°C and finally washed in a high stringency 50% formamide-2× SSC at the hybridization temperature. Immunological detection was carried out using anti-DIG Fab conjugated to alkaline phosphatase (Roche, Mannheim, Germany) according to the manufacturer's protocol.

### Statistics

All statistical analyses were performed using a two-tailed unpaired Student's t test. A p-value of 0.05 or less was considered significant.

## Results

### *Mir-21* expression in HC-11 cells after prolactin stimulation

HC-11 cells were exposed to prolactin (0.5 µg/ml) for 0.5, 1, 2 and 4 hours. *MiR-21* (Figure 1a) and *Socs2* (Figure 1b) RNA levels were analyzed by real time PCR. mRNA levels for *Socs2*, a known STAT5 target gene, was elevated ∼1.8 and 5 fold after 1 and 4 hours, respectively. *MiR-21* levels increased ∼1.7 fold and 2.5-fold after 2 and 4 hours, respectively.

**Figure 1:**
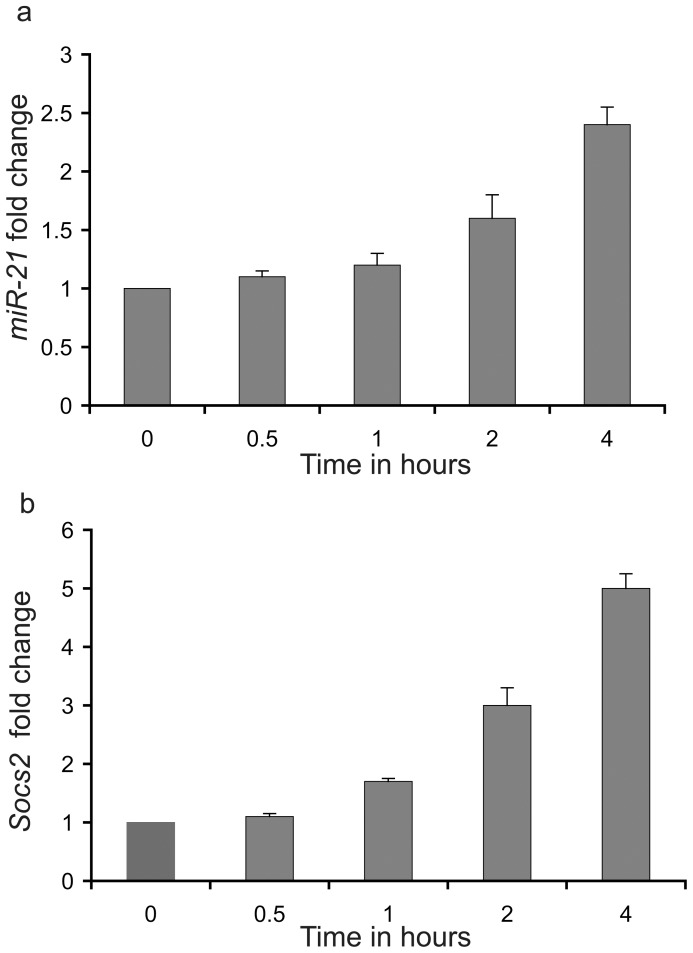
MicroRNA 21 detection in HC-11 cells. (a) Expression of *miR-21* in HC-11 cells at different times of prolactin stimulation (0.5 h, 1 h, 2 h and 4 h). (b) Expression of *Socs2* in HC-11 cells at different times of prolactin stimulation (0.5 h, 1 h, 2 h and 4 h). In each analysis the unstimulated cells were used as the control sample (fold change = 1). The miRNA levels were normalized to U6 levels, mRNA levels were normalized to beta-actin mRNA levels. Values are means ± S.D. for three independent experiments.

### *Mir-21* expression in mammary epithelium

MiR-21 promotes cell transformation [26] and proliferation [27], [28]. We chose to analyze miR-21 levels in mammary tissue from day 6 of pregnancy as this stage is characterized by extensive cell proliferation [29]. Compared to virgin tissue, miR-21 levels in control mammary tissue at pregnancy day 6 had increased ∼1.7 fold (Figure 2b). In contrast, miR-21 levels did not change in tissue from *Stat5^fl/fl;MMTV-Cre^* mice, in which STAT5 was deleted in the entire mammary epithelial compartment (Figure 2a). Increased expression of beta-casein (*Csn2*) served as a control for proper STAT5 activation. While *Csn2* mRNA levels where elevated ∼4.5 fold in tissue from pregnant *Stat5^fl/fl^* mice (Figure 1d) they did not change in tissue from *Stat5^fl/flMMTV-Cre^* mice (Figure 2c). In order to validate *miR-21* is expression we used in situ hybridization with locked nucleic acid (LNA) nucleotides, which detects mature miRNAs in tissue sections. Mammary tissues from day 6 pregnant *Stat5^fl/fl^* mice were used to perform the hybridization with miR-21, U6 and scrambled double digoxigenin labeled LAN oligonucleotides. The results demonstrated that *mir-21* is preferentially expressed in the epithelial compartment (Figure 2e).

**Figure 2:**
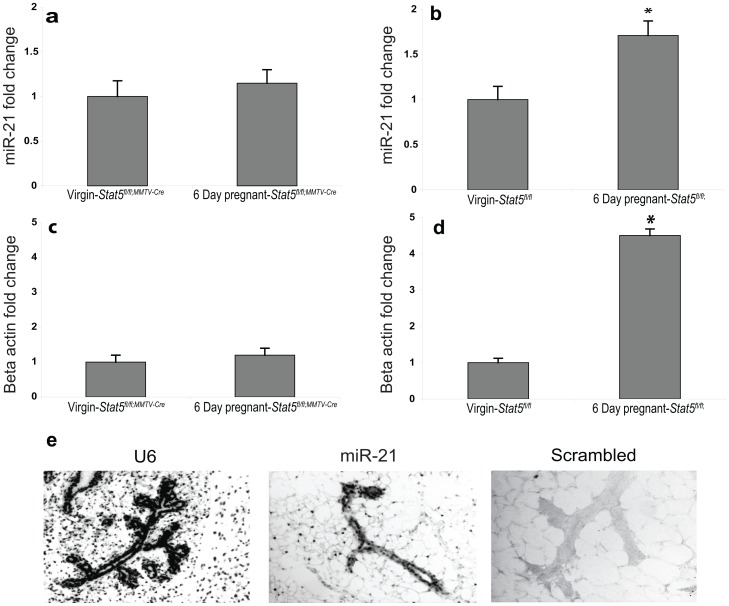
MicroRNA 21 detection in the mammary gland. (a) Expression of *miR-21* in mammary glands from virgin and 6 day pregnant *Stat5^fl/fl^* and *Stat5^fl/fl;MMTV-Cre^* mice. (b) Expression of *miR-21* in *Stat5^fl/fl^* mice in mammary glands from virgin and 6 day pregnant mice. (c) Expression of beta-casein in *Stat5^fl/fl;MMTV-Cre^* mice in mammary glands from virgin and 6 day pregnant mice. (d) Expression of beta-casein in *Stat5^fl/fl^* mice in mammary glands from virgin and 6 day pregnant mice. The miRNA levels were normalized to U6 levels, mRNA levels were normalized to beta-actin mRNA levels. In each analysis the virgin mammary gland was used as the control sample (fold change = 1). Values are means ± S.D. for three independent experiments. (e) Detection of *mir-21* expression in the mammary gland of 6 day pregnant mice. In situ hybridization analysis using DIG-conjugated, LNA-modified DNA probes complementary to U6 (right), miR-21 (middle) and scrambled (left). Detection was performed on formalin-fixed, paraffin-embedded section from 6 day pregnant mammary glands.

### STAT5a binds to the *miR-21* gene promoter

The *miR-21* gene promoter is located in an intron of the *TMEM49* gene and contains two *bona fide* STAT3 binding sites at approximately 800 bp upstream of the transcriptional start site [8], [11]. Since STAT3 and STAT5 recognize the same GAS motif (TTCnnnGAA) this site likely is also recognized by STAT5. Furthermore, reanalysis of previous genome-wide STAT5A and H3K4me3 ChIP-seq datasets (GSE40930) performed in mammary gland at parturition, clearly showed that STAT5A binds to the *miR-21* promoter and aligns with the presence of H3K4me3 [30] (Figure 3a). In order to confirm the STAT5A binding to the *miR-21* gene promoter in mammary tissue, primary mammary epithelial cells were stimulated with prolactin for 1 h followed by ChIP analysis. Real-time PCR analysis of DNA extracted after immunoprecipitation with anti-STAT5A antibodies, confirmed a 2.5 fold increased binding of STAT5A to the GAS motif in the *miPPR21* compared to the untreated sample (Figure 3b). Binding to GAS sites in the promoter of the *Igf1* and *Socs2* genes, which both are STAT5 target genes, was enhanced by ∼2.5 fold and ∼5 fold, respectively (Figure 3c).

**Figure 3:**
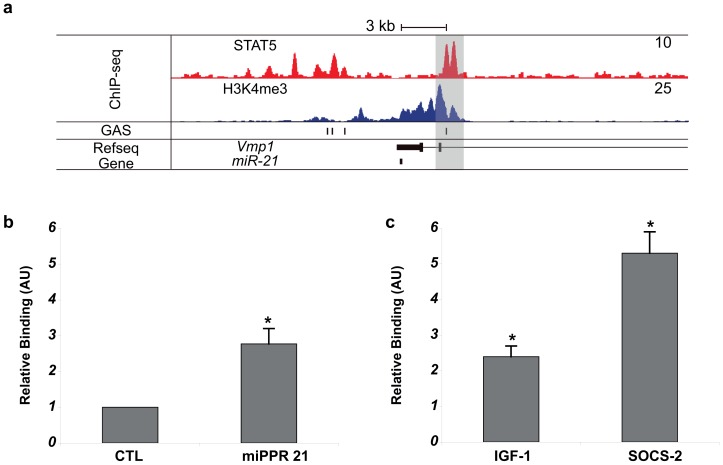
STAT5 binding to the *miR-21* gene promoter. (a) Reanalysis of previous genome-wide STAT5A and H3K4me3 ChIP-seq datasets (GSE40930) performed in mammary gland at parturition suggested that the expression of *miR-21* might be controlled by STAT5 [30]. The first track shows normalized tag density of STAT5 and H3K4me3 ChIP-seq datasets. The second and third tracks represent positions of GAS motifs (TTCnnnGAA) and genes, respectively. *MiR-21* is located within the 3′-UTR of the *Vmp1* gene. Grey bar indicates the STAT5 binding site coincided with a GAS motif. (b) Chromatin immunoprecipitation (ChIP) analysis of binding of STAT5A to the putative GAS sites within the *miPPR21* promoter sequence. (c) ChIP analysis of binding of STAT5A to the GAS sites within the promoter region of *Igf1* and *Socs2* gene. Values are means ± S.D. for three independent experiments.

### Assessing the role of miR-21 during mammary gland development

Next we investigated mammary development in *miR-21^−/−^* mice from puberty to lactation. M*iR-21^−/−^* females were able to nurse their pups until weaning. Mammary whole mount analyses from 8 week-old virgins and dams at their first day of lactation confirmed normal mammary alveolar structures (Figure 4 a–d). Histological analysis of *miR-21^−/−^* mammary epithelium at parturition displayed all features of secretory epithelium (Figure 4 e–f). Notably, fewer secondary ductal branches were seen in 8 week-old *miR-21^−/−^* mice (Figure 4 a–b). In order to examine epithelial cell autonomy, *miR-21^−/−^* mammary epithelium was transplanted into control mice. When harvested 6 weeks after transplantation, the *miR-21^−/−^* transplants did not exhibit any defects in the secondary branching pattern suggesting that systemic defects are responsible for this delay (Figure 5).

**Figure 4:**
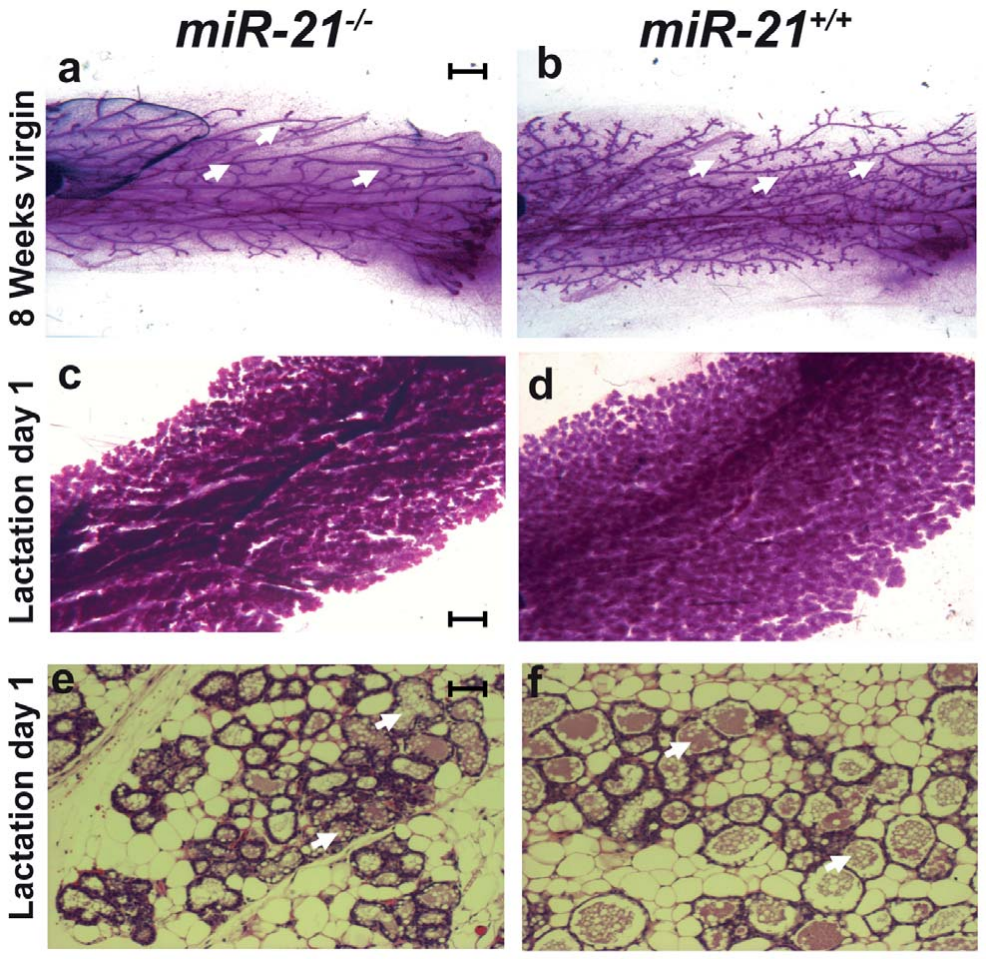
Mammary gland whole mounts and H&E analysis. Mammary glands from 8 weeks old virgin mice revealed fewer secondary ductal branching (marked with white arrows) in *miR-21^−/−^* (a) compared to *miR-21^+/+^* mice (b). No differences were detected in mammary glands harvested at the first day of lactation from *miR-21^−/−^* (c) and *miR-21^+/+^* dams (d). No differences were detected in the H&E staining in mammary gland harvested at the first day of lactation from *miR-21^−/−^* (e) and *miR-21^+/+^* animals (f). White arrows indicate lumina. Scale bar indicates 2 mm in a, b, c and d, 100 µm in e and f.

**Figure 5:**
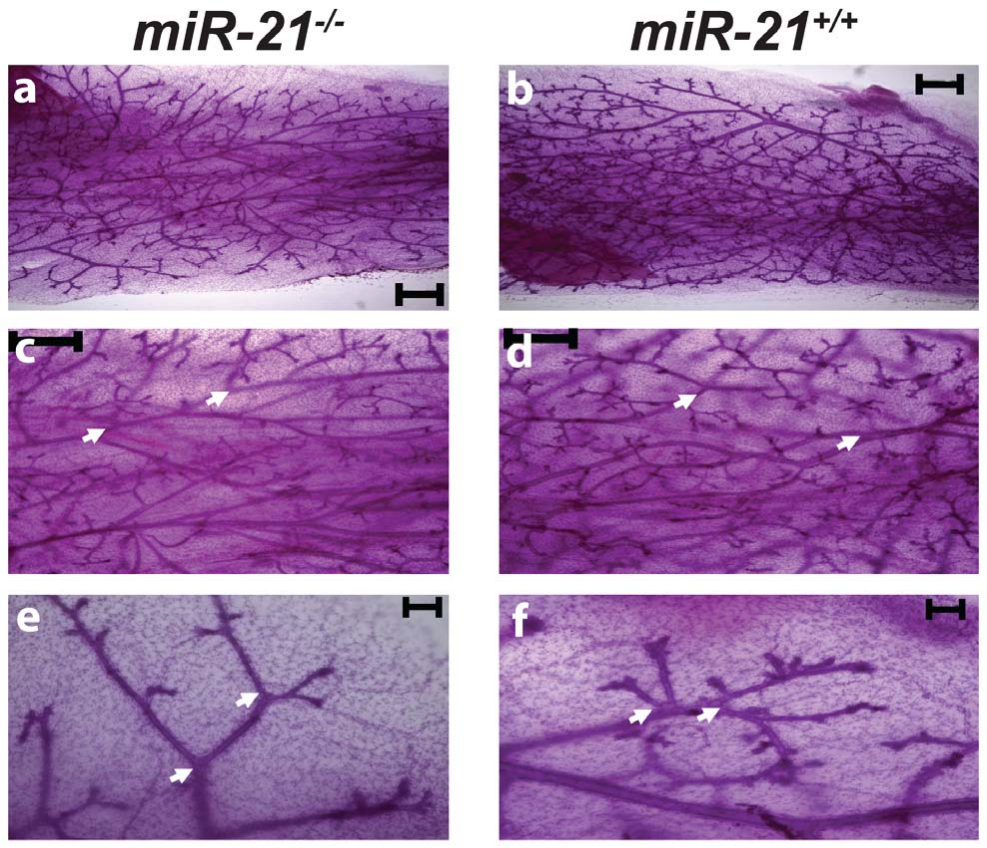
Whole mount analyses of transplanted mammary tissue from *miR-21^−/−^* and *miR-21^+/+^* mice. Whole mount analyses of transplanted mammary tissue of *miR-21^−/−^* (panels a, c and e) and *miR-21^+/+^* (panels b, d and f) virgin donors harvested 6 weeks after transplantation. Higher magnification of the whole mounts shown in middle and lower panels. White arrows indicate secondary branching points. Scale bar indicates 500 µm in a, b, c and d, 100 µm in e and f.

### Target analysis of miR-21 in the mammary gland

To identify miR-21 target genes we analyzed the transcriptome of mammary tissue harvested from *miR-21^−/−^* and *miR-21^+/+^* mice at 8 weeks of age. 

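Poly(A) RNA from mammary tissue of 2 *miR-21+/+* and 2 *miR-21-/-* virgin mice was sequenced as single-end reads. The text above gives the age as 8 weeks and the sample labels give 2 months. The authors aligned the reads to mm9 with TopHat and estimated FPKM (fragments per kilobase of exon, scaled to the number of fragments mapped) with Cufflinks, whose Cuffdiff output they deposited. That table holds 30506 loci, with a single FPKM value for each genotype that combines its 2 mice. The spread between mice is therefore not visible, the difference has no replicate check here, and no test across mice was run. The depth of the libraries is unknown, since FPKM values carry no read counts and low values showed no steps of whole reads. Fold changes were recomputed as plain log2 ratios of the FPKM values, without a pseudocount, and differed from those in the authors' deposited table by at most 1.3e-05. The standard error given with a log2 fold change is the one implied by the authors' model, the log2 fold change divided by Cuffdiff's test statistic. The FPKM values summed to 759295 in *miR-21+/+* and 1175603 in *miR-21-/-*, but over loci with a gene name to 380567 and 355385, so scaling both columns to equal sums shifts every log2 fold change by −0.63. The deposited values were used unscaled, as in the paper. The targeted gene was examined before the others. The table lists *Mir21* and *Vmp1* as a single locus on chromosome 11 from 86397276 to 86497345, with an FPKM of 42.5 in *miR-21+/+* and 68.2 in *miR-21-/-* glands. Its log2 fold change was 0.68 (standard error 0.09, 95% range 0.50 to 0.87). Poly(A) RNA-Seq does not measure the mature microRNA, and the value is that of the long host transcript, so it does not by itself check the genotype labels.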

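Of the 30506 loci, 22483 carried a gene name and 8023 did not. Among the named loci, 9714 exceeded 5 FPKM in at least one genotype. Cuffdiff tested 8703 of these and reported a failed test for 1011. In the authors' deposited table the q-value was at or under 0.05 for 1814 of the tested loci, or 20.8%, with 792 higher and 1022 lower in *miR-21-/-* glands. Their median absolute log2 fold change was 0.50, and the median standard error of their fold changes was 0.11. For 1569 of them the change was under 2-fold. The median log2 fold change of all 8703 tested loci was −0.03. The 1814 loci carried 1805 distinct gene names, and 74 loci merged several overlapping genes whose reads the table does not separate. Without the FPKM minimum, the alternative that moved this count most, 2864 named loci were called.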

Overall, 1814 differentially expressed annotated genes were detected. Statistically significant differentially expressed genes in *miR-21^−/−^* over *miR-21^+/+^* with fold changes greater than 2 were considered. This analysis resulted in 113 up regulated genes and 131 down regulated genes in *miR-21^−/−^* (Figure 6, Table S1, GEO accession number-GSE50068). 

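At 2-fold or more, 115 of the called genes were higher in *miR-21-/-* glands and 130 were lower when the FPKM ratios were recomputed. Many of these genes passed the minimum of 5 FPKM in only one genotype: 62 of the 115 were at or under 5 FPKM in *miR-21+/+* and 77 of the 130 were at or under 5 FPKM in *miR-21-/-* glands. When more than 5 FPKM was required in both genotypes, 53 were up regulated and 53 down regulated. Scaling both FPKM columns to equal sums moved the counts most, to 28 up regulated and 716 down regulated genes.
As plain ratios, the largest rises were those of *Ptpn5* and *Olfm4*, with log2 fold changes of 4.82 (standard error 0.27) and 4.33 (0.31). Both were near 0 in *miR-21+/+* glands, at 0.223 and 0.334 FPKM, and with a pseudocount of 1 on the log2(FPKM + 1) scale their fold changes were 2.58 and 2.53. *Tph1* rose to 14.6 FPKM, *Cxcl15* from 3.31 to 28.2 FPKM and *Slc5a5* from 9.74 to 61.2 FPKM, with log2 fold changes of 3.29, 3.09 and 2.65. With the pseudocount of 1 the order changed, with *Cxcl15* at 2.76 and *Tph1* at 2.64 above *Ptpn5* and *Olfm4*, and *Slc5a5* at 2.53. The largest fall was that of *Glycam1*, from 136 to 4.63 FPKM, a log2 fold change of −4.88 (standard error 0.20). Other large falls were those of *Ms4a1* at −3.36, *Gm1987* at −3.33 and *Faim3* at −3.18. The value of *Gm1987* is uncertain because the table holds 2 loci of that name. Among the 130 down regulated loci, 13 belong to the major urinary protein cluster on chromosome 4, between 60079341 and 61496214, and all of their log2 fold changes lay between −2.34 and −2.31. They were singled out after their values were seen. These near-identical gene copies can share reads, so their values are uncertain and may not be separate measurements.

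**Figure D2:**
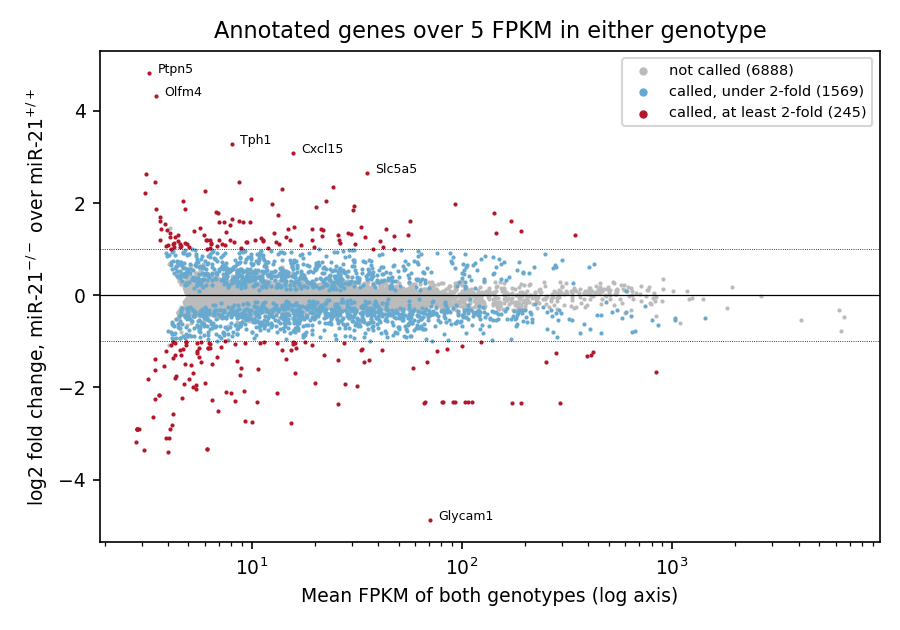
log2 fold change of *miR-21-/-* over *miR-21+/+* glands against the mean FPKM of both genotypes (log axis) for the annotated genes over 5 FPKM in either genotype that Cuffdiff tested. Each point is a gene, coloured by the authors' call and by whether the change reached 2-fold (dotted lines), and 1 gene listed at 0 in one genotype is not drawn. The called genes under 2-fold number 1569, and *Ptpn5* at 4.82 and *Glycam1* at −4.88 lie farthest from 0.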

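Matches to the miR-21 seed were counted in the longest annotated 3′ UTR of each gene, as 8mer or 7mer-m8 sites, which pair with bases 2 to 8 of miR-21 and read ATAAGCT in the transcript. Among the up regulated genes, 111 had an annotated 3′ UTR and a name of their own, and 3 of them (2.70%) had such a site: *Slc5a8*, *Mycl1* and *Vdr*. *Vdr* was named after its value was seen. Of the 8094 genes that could have been called, 6.77% had a site. In 10000 random lists of 111 genes matched on mean FPKM and 3′ UTR length, the middle 95% held sites in 1.80% to 9.01% of the genes, and the share of the up regulated genes lay at the 14.1th percentile. For the down regulated genes, 6 of 113 (5.31%) had a site, at the 65.4th percentile.
Over the 11007 genes above 1 FPKM with an annotated 3′ UTR, 754 had a site and 10253 had none. The median log2 fold change was −0.01 in the former and −0.03 in the latter, and the difference of medians before rounding, 0.0247, lay at the 98.8th percentile of 10000 matched random lists, whose middle 95% ran from −0.00846 to 0.0226. With 8mer sites alone the difference was 0.0389, and with genes above 5 FPKM it was 0.0147, at the 90.4th percentile and inside the range of the random lists. Genes of one comparison are not independent replicates, so these percentiles describe these libraries only.

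**Figure D3:**
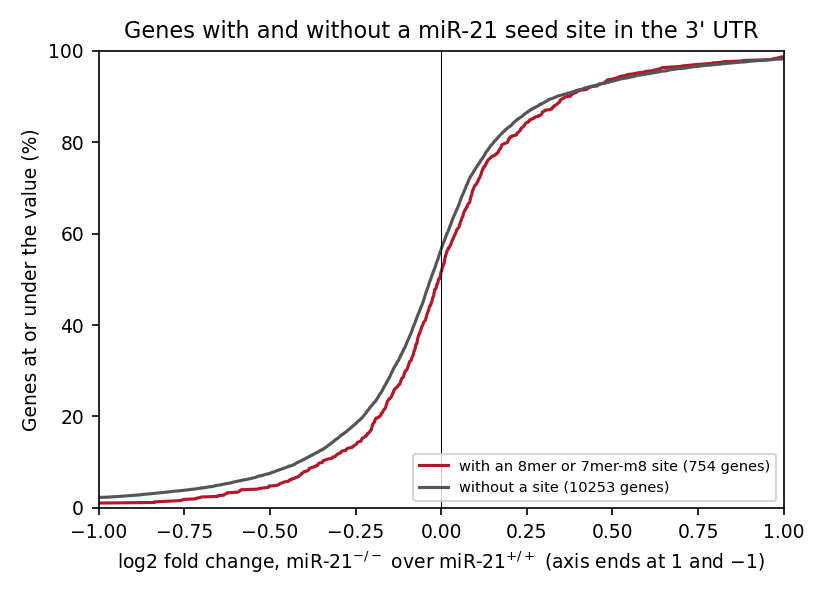
Cumulative share of genes (%) by log2 fold change of *miR-21-/-* over *miR-21+/+* glands, for 754 genes with an 8mer or 7mer-m8 site for miR-21 in the 3′ UTR and 10253 genes without one. The line of genes with a site lies slightly to the right over the middle of the range, with medians of −0.01 and −0.03.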

The 113 up regulated genes were aligned with the mmu-miR-21 putative targets from microRNA.org [35]. Only conserved target genes with a mirSVR score lower than −0.1 were considered [31] . This analysis resulted in 4 novel miR-21 putative target genes; solute carrier family 5 (iodide transporter) member 8 (*Slc5a8*), lipopolysaccharide binding protein (*Lbp*), V-myc myelocytomatosis viral oncogene homolog 1, lung carcinoma derived (*Mycl1*), PDZ and LIM domain 3 (*Pdlim3*) (Table S2). 

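Each of the 4 genes was higher in *miR-21-/-* glands by more than the standard error of the authors' model. The paper chose them among called genes that rose at least 2-fold in these data, so their rise is no separate support. *Slc5a8* (chromosome 10, 88348617 to 88393722) rose from 3.00 to 10.5 FPKM, a log2 fold change of 1.81 (standard error 0.19). *Lbp* (chromosome 2, 158132229 to 158158588) rose from 11.9 to 32.0 FPKM, by 1.42 (0.16). *Mycl1* (chromosome 4, 122673187 to 122679902) rose from 4.56 to 9.86 FPKM, by 1.11 (0.09), and its change was 0.97, under 2-fold, with a pseudocount of 1. *Pdlim3* (chromosome 8, 46970821 to 47004908) rose from 11.6 to 31.3 FPKM, by 1.44 (0.10). In the authors' deposited table the q-value of each was listed as 0. With both FPKM columns scaled to equal sums, log2 fold changes were 1.18 for *Slc5a8*, 0.79 for *Lbp*, 0.48 for *Mycl1* and 0.81 for *Pdlim3*. Only *Slc5a8* then stayed above 2-fold. With the median log2 fold change of genes over 5 FPKM set to 0, they were 1.84, 1.45, 1.15 and 1.47 in the same order. Equal sums over named loci alone, chosen after seeing the data, gave 1.91, 1.52, 1.21 and 1.54. Under both of these scalings all 4 genes stayed above 2-fold.
The 3′ UTR of *Slc5a8* (3170 nt) held a single 7mer-m8 site, at chromosome 10, 88391884 to 88391890, and that of *Mycl1* (1970 nt) held a single 7mer-m8 site at chromosome 4, 122679455 to 122679461. In GENCODE, the only annotation searched, the longest 3′ UTRs of *Lbp* (902 nt) and *Pdlim3* (532 nt) held no 8mer, 7mer-m8 or 7mer-A1 site. From the rise of these genes in the absence of miR-21 and their place in the target prediction, the paper lists them as putative targets.

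**Figure D4:**
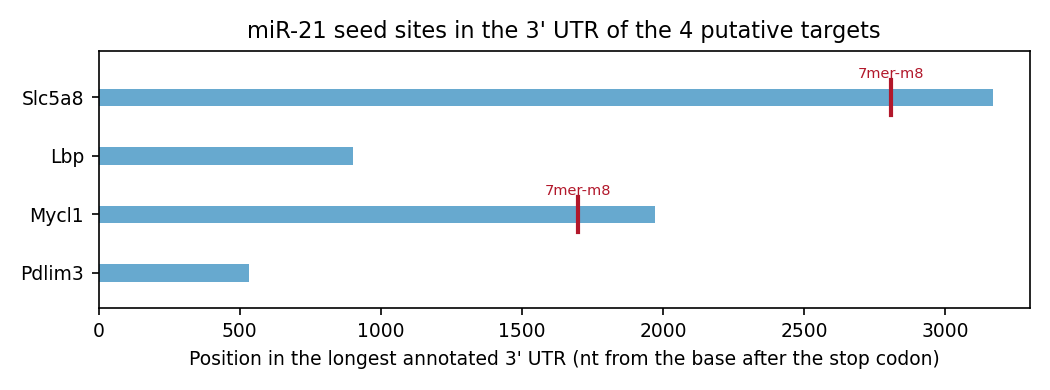
Longest annotated 3′ UTR of each putative target (bars, position in nt from the stop codon), with canonical miR-21 seed sites as vertical lines. *Slc5a8* has a site at 2804 to 2810 and *Mycl1* at 1697 to 1703, and the 3′ UTRs of *Lbp* and *Pdlim3* have none.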

Analysis of the differential expression levels of validated *miR-21* targets *sprouty homolog 2* (*Spry2*) [16], programmed cell death 4 (*Pdcd4*) [26] and phosphatase and tensin homolog (*Pten*) [14] did not show any changes in their expression levels (Table 1).

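The log2 fold change of *Spry2* (chromosome 14, 106291164 to 106296036) was 0.25, with a standard error of 0.20 and a 95% range from −0.15 to 0.64. That of *Pdcd4* (locus on chromosome 19 from 53966721 to 54107975, past the annotated gene end at 54004351) was 0.06. Its standard error was 0.07 and its range ran from −0.09 to 0.20. In the authors' deposited table, adjusted over all tested loci, the q-value was 0.528 for *Spry2* and 0.72 for *Pdcd4*, and neither was called there. The ranges leave room for rises of up to 0.64 for *Spry2* and 0.20 for *Pdcd4* under the authors' model. With both FPKM columns scaled to equal sums, *Spry2* and *Pdcd4* changed direction, to −0.39 and −0.57, within the shift that this scaling gives every gene. The 3′ UTR of *Spry2* (854 nt) held an 8mer site, ATAAGCTA, at chromosome 14, 106291715 to 106291722, and that of *Pdcd4* (718 nt) held an 8mer site at chromosome 19, 54003922 to 54003929. In a list of 16 expressed miR-21 targets written from general knowledge, which includes both genes, 7 were higher and 9 lower in *miR-21-/-* glands, with a median of −0.01.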

**Figure 6:**
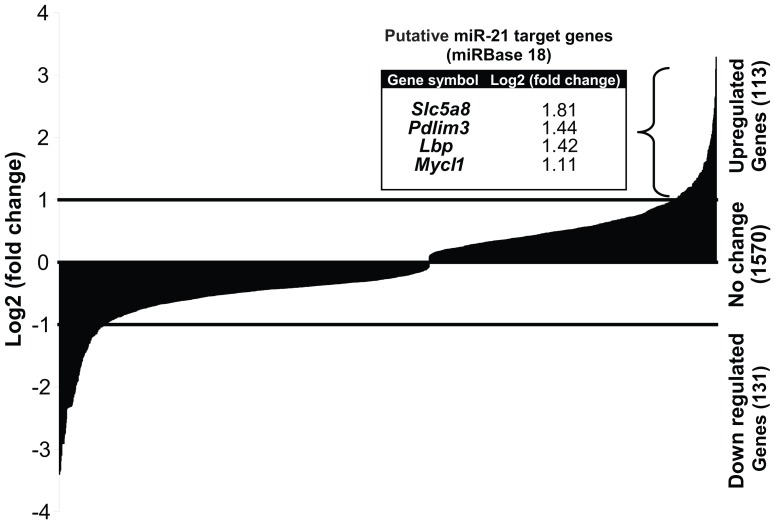
Analysis of differentially expressed genes in the mammary gland of *miR-21^−/−^*. RNA-Sequencing analysis resulted in a total of 1814 differentially expressed which were detected. Out of the statistically significant differentially expressed genes in *miR-21^−/−^* over the *miR-21^+/+^* a total of 113 genes were up regulated and 131 were down regulated in *miR-21^−/−^* with at least 2 fold changes over the *miR-21^+/+^*. Out of the up regulated genes, 4 genes are considered to be *miR-21* putative targets (the gene names and fold changes are indicated in the insert).

**Table 1:** MiR-21 Target Analysis in virgin mammary gland.

Gene	* *miR-21^+/+^*	* *miR-21^−/−^*	Log2 (Fold change)	P-value
*Pdcd4*	43.9	45.6	0.056	0.46
*Pten*	31.1	26.3	−0.24	0.03
*Spry2*	8.3	9.8	0.24	0.22

* FPKM (normalized expression level).

## Discussion

Development of mammary tissue during pregnancy is fully dependent on prolactin and its downstream transcriptional executor STAT5, which activates a differentiation program culminating in lactation [3], [32]. Here we identify *miR-21* as a STAT5 target gene both in a mammary epithelial cell line (HC-11) and in the developing mammary gland. We also show STAT5 binding to the *miR-21* promoter (*miPPR-21*) in primary mammary cells. The ability of STAT5 to bind to the *miPPR-21* gene and activate its transcription was also reported for Jurkat cells, an immortalized line of T lymphocytes [33]. Based on our study and other reports [8], it is likely that the *miPPR-21* gene is recognized by either STAT3 or STAT5 and thus can be activated by several distinct cytokines, which even might initiate opposing biological programs. For example, prolactin activates STAT5 to control proliferation, differentiation and survival [2], while STAT3 is activated by IL-6 and LIF to control cell death during involution [34]. If STAT3 as well as STAT5 activate *miR-21* gene expression during diametrically opposed developmental programs (survival versus death) it can be predicted that *miR-21* serves as a common STAT cytokine-induced microRNA that targets different genes at different developmental stages during mammary gland development. Although the *miR-21* gene is under STAT5 control, pregnancy mediated mammary development of *miR-21* deficient mice (*miR-21^−/−^*) was normal and these mice delivered and lactated normally and no abnormalities were detected in pup growth.

While attenuated secondary mammary ductal branching was observed in *miR-21* ^−/−^ mice during puberty, *miR-21^−/−^* epithelium transplanted into fat pads of wild type mice developed normally. It is therefore likely that either suboptimal ovarian function or impaired signaling from the stroma is responsible for impaired ductal branching. Analysis of RNA-seq data which was performed on 8–10 week-old *miR-21^−/−^* and *miR-21^+/+^* mice did not exhibit any differences in well-known *miR-21* target gens such as *Spry2*, *Pdcd4* and *Pten* (Table 1, *GSE50068*). Furthermore, the distribution of mammary epithelial cell lineages (luminal, myoepithelial and stem cells) did not show any difference between the *miR-21* ^−/−^ mammary and control tissue (data not shown).

In summary, STAT5 controls different aspects of mammary development, from establishment and maintenance of alveolar progenitors during puberty to alveolar differentiation during pregnancy. While some of the developmental steps are controlled by STAT5-dependent protein-encoding genes, others might be under the influence of microRNAs. However, *miR-21*, which is regulated by STAT5, is not involved in the regulation of the mammary gland development or lactation.

## Supporting Information

Table S1 **RNA-Seq summery of statistically significant differentially expressed genes in miR-21^−/−^ over miR-21^+/+^ with fold changes greater than 2.**
(XLS) Click here for additional data file.

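Table S1 lists, for each gene, the locus, the FPKM in both genotypes, the log2 fold change and the p-value. The copy used here holds 1813 genes against the paper's reported 1814, and it includes changes under 2-fold. In it, 113 genes had a log2 fold change of 1 or more and 130 of −1 or less. Of the 1814 loci called in the deposited table above 5 FPKM, the names of 6 were not found in this copy: *Olfm4* (log2 fold change 4.33), *Ptpn5* (4.82), *Taf7* (0.97), *March5* (−0.29), *Sept1* (−1.33) and *Sept6* (−0.71). Another 5 genes of the copy were at or under 5 FPKM in both genotypes, namely *Padi4*, *Tns4*, *Bdp1*, *Traf1* and *Vwa3a*. These 11 genes were named after their values were seen. Because the copy is shorter than the paper's count, no overlap test was run on it.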

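Table S2 gives for each putative target the alignment of miR-21 to the gene, a conservation value and the mirSVR score, a prediction of repression that is more negative for stronger sites. The paper's mirSVR scores are −0.105 for *Slc5a8*, −0.232 for *Lbp*, −0.243 for *Mycl1* and −0.266 for *Pdlim3*. The gene sequences of the alignments were searched in mm9. TTTGTTTCATGAAATAAGCTG of *Slc5a8* lies at chromosome 10, 88391871 to 88391891, and ATGGCTTGTGTTTTATAAGCTG of *Mycl1* at chromosome 4, 122679441 to 122679462, both in the annotated 3′ UTR. GAAGCATAACAACACATAAGCTC of *Lbp* lies at chromosome 2, 158143530 to 158143552. This is in intron 6 of the coding transcript of 15 exons and in the last exon of a transcript annotated as a retained intron. TGAGTAGCATGTCAGATAAGACTT of *Pdlim3* lies at chromosome 8, 46987777 to 46987800, in intron 3 of its annotated coding transcript of 7 exons. This sequence does not contain ATAAGCT. Only GENCODE transcripts were searched, and the target prediction may have used others.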

Table S2 **miR-21 target analysis.**
(XLS) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

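The RNA-Seq data come from mammary tissue of 4 virgin mice, 2 *miR-21+/+* and 2 *miR-21-/-*. The paper's results give their age as 8 weeks, its discussion gives a range upward from 8 weeks, and the sample labels give 2 months. The authors purified poly(A) RNA, sequenced single-end reads, aligned them to mm9 with TopHat and ran Cufflinks. They deposited one Cuffdiff table. The paper's text does not name the program versions, the gene annotation or the normalization options. For each locus the authors' FPKM value combines the 2 mice of a genotype, so no value per mouse was used here. The deposited log2 fold change is the log2 ratio of the 2 FPKM values. The deposited p-value and q-value come from Cuffdiff, as does the test statistic, a score whose sign was opposite to that of the fold change for tested loci above 0 in both genotypes. The authors' table marks each locus as tested, failed or not tested, and it marks as called every tested locus with a q-value at or under 0.05. Every column of FPKM values was used.
From the deposited FPKM values the log2 fold change was recomputed as a plain ratio. The standard error of the authors' model was taken as the absolute log2 fold change divided by the absolute test statistic, and the 95% range from it. This error rests on the authors' model of both mice and on nothing measured here. Read counts are not part of the table, so the depth of each library is unknown and no interval was computed from counts. A gene was counted as differentially expressed if it carried a name, was called in the deposited table and exceeded 5 FPKM in at least one genotype, and as up or down regulated at 2-fold or more. No test across mice was possible, and the model planned for a table with a column per mouse was not run. The start of each locus in the table counts from 0, since 7407 annotated gene starts matched it after adding 1 and 426 matched it as printed. Coordinates are given counting from 1. Positions printed with a gene's fold change are those of its deposited locus, which can differ from the annotated gene.
Genes named in the text are those the paper names, the 5 largest rises and 5 largest falls among the differentially expressed genes, and the members of 17 marker lists, apart from some that are not reported here. The lists were written from general knowledge after Table S1 had been read. This rule, the lists, the thresholds and most alternatives were fixed before the data were examined. The alternatives chosen after seeing the data were counting unannotated loci, scaling to equal sums over named loci, including failed tests, and an added list of lymph node stroma genes. Other choices that came later were using named loci only for the counts, taking one locus per gene name (the highest mean FPKM), and using a merged locus in a list only if all its names were in the list. A list's median log2 fold change, over members above 1 FPKM, was compared with 10000 random lists whose genes lay within 100 ranks of mean FPKM. The seed comparison used 10000 random lists matched on 10 classes of FPKM and 10 of 3′ UTR length. Annotated 3′ UTRs were found for 95.3% of the 11553 genes considered. In tests on simulated data over 11965 genes, 95 of 100 shifted lists and 2 of 100 unshifted lists fell outside the 2.5 to 97.5 percentiles. For shifted and unshifted seed sets these were 20 of 20 and 0 of 20, and all 200 planted sites were found among 200 sequences. The planted seed shift was larger than the difference of 0.0247 in the data, and a larger share of genes carried it. The seed test on simulated data therefore does not show whether a difference as small as that would be found.
The alternatives were pseudocounts of 1 and 0.1, other FPKM minimums, other q-value and fold limits, other seed site types, identical loci counted once, and 3 scalings of the FPKM columns. For a single gene, an alternative was said to move a value when it changed by more than the standard error of the authors' model. For a list it was said so when the median changed by more than the standard deviation of the random lists. Sequences were taken from mm9 with samtools 1.23.1 and bedtools 2.31.1, transcripts from the GENCODE annotation of that build, and loci were compared by blastn 2.17.0 with an E value limit of 1e-05. The calculations used Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3, and figures were drawn with matplotlib 3.10.9. The real-time PCR, in situ hybridization, chromatin and transplantation experiments of the paper were not analysed here.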

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

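The tests on unannotated loci, on runs of neighbouring loci and on muscle genes were chosen after the results had been seen, and those on the neighbourhood of *Mir21* before.
A signal appeared among loci without a gene name, which the paper did not analyse. Of 616 tested loci of this kind above 5 FPKM, 60 were called higher in *miR-21-/-* glands, 55 of them at 2-fold or more, and 36 were called lower. The 10 that exceeded 1000 FPKM in *miR-21+/+* glands were 57 to 140 bp long, rose by 1.97 to 2.65 on the log2 scale, and held 14.4% of the FPKM sum in *miR-21+/+* and 49.4% in *miR-21-/-* glands. A scaling of the *miR-21-/-* column is argued against by the median log2 fold change of the named genes, −0.03. A general rise of short loci is argued against by the 178 tested loci of at most 150 bp above 5 FPKM, whose median was −0.11. Unstable FPKM values at short loci could scatter both ways without shifting that median, so it cannot decide on them. Of the 60 loci called higher, 19 were longer than 1 kb, so short length alone cannot account for all of them. A ribosomal source stays open. A locus of 5836 bp on chromosome 17 (39979942 to 39985777), which overlaps AY036118 and lies next to *Rn18s-rs5* in the gene order of the GRCm38.p6 annotation, rose from 176 to 947 FPKM, by 2.43 (standard error 0.43). The other 15 loci called higher with over 100 FPKM in *miR-21+/+* glands rose by 1.97 to 3.10, so more ribosomal RNA left in the *miR-21-/-* libraries is a candidate explanation. Reads of this repeat itself placed on the other loci are argued against, since 0 of the 44 loci called higher and under 5 kb matched it by sequence, as did 1 of 512 others. Other parts of the ribosomal RNA were not analysed here, which keeps the explanation open. No biological explanation was tested.
The locus of *Mir21* and *Vmp1* was higher in *miR-21-/-* glands by 0.68 (standard error 0.09), although the microRNA in its last exon was targeted. Table S1 lists this change, and the paper's text describes the locus but does not discuss the change. A difference of the whole region is argued against by the 17 genes above 1 FPKM within 1 Mb. Their median was −0.03, from −0.75 for *Tbx2*, the only one called, to 0.17. Linked strain variants cannot be told apart from the targeting itself. Within 10 Mb, 35 of 143 tested genes were called (24.5% against 20.8% elsewhere). This share lay at the 75.7th percentile of 177 windows of as many genes, and a variant in *Vmp1* alone would not show in it. With both FPKM columns scaled to equal sums the rise was 0.052. A change of the host transcript through the targeted allele was not tested and stays open.
Runs of neighbouring loci, mostly without a name and outside the genes the paper discusses, were higher in *miR-21-/-* glands. On chromosome 6 from 66502177 to 66797148, all 34 tested loci were higher, with a median of 0.0439 FPKM in *miR-21+/+* and 1.11 in *miR-21-/-* glands, and 21 were called at least 4-fold higher. On chromosome 9 from 8689067 to 8992051, all 22 tested loci were higher, with medians of 0.0912 and 1.66 FPKM, and 14 were called at least 4-fold higher. These are the 2 highest counts among 3574 bins of 500 kb, followed by 13. In the other direction, the highest count of loci called at least 4-fold lower in a bin was 8, for which no shuffles were run. Chance placement is argued against, since 0 of 1000 shuffles of the 275 calls gave a bin with at least 14, and the highest count over the shuffles was 5. Scaling is argued against by the median of the tested loci elsewhere, −0.04. The shuffles treat each locus as separate, and pieces of a single long transcript would also form a run. That, a gain of DNA copies and a strain difference were not tested and stay open.
Skeletal muscle genes, which the paper does not discuss, were higher in *miR-21-/-* glands. All 11 tested members of the list rose, with a median of 0.85. All 11 are also in Table S1, which was read before the list was written, so their rise as a list is not independent of that table. The lowest rise was 0.48 for *Mylpf* and the highest 1.86 for *Mb*. The most abundant members rose too, *Acta1* from 328 to 526 FPKM and *Ckm* from 214 to 338 FPKM. More skeletal muscle tissue in the *miR-21-/-* samples cannot be told apart from a change of these genes, since a pooled value per genotype does not separate dissection from genotype, and a biological change of muscle genes was not tested. With both columns scaled to equal sums the median was 0.22.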

How the results depend on the processing

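No paired analysis was possible because the table holds a single value per genotype, and the fits with each mouse left out in turn and with a replicate block were not run for the same reason. The depth of the libraries is unknown, which leaves the precision of low FPKM values to the authors' model.
The number of differentially expressed genes stayed within 1.5 times 1814 under every alternative tried except no FPKM minimum, which gave 2864. Without it 361 genes were up and 421 down regulated, and with a minimum of 1 FPKM these were 252 and 315. With more than 5 FPKM in both genotypes they were 53 and 53. At 1.5-fold they were 338 and 369, and at 3-fold 36 and 64. The fewer or more genes follow from each limit. The paper's methods name a p-value limit of 0.05, while 1814 was reached with q-values at or under 0.05. With Cuffdiff's unadjusted p-values at or under 0.05, the number of differentially expressed genes was 2493.
Scaling both FPKM columns to equal sums shifted every log2 fold change by −0.63 and moved the share of up regulated genes from 46.9% to 3.76%, with 28 up and 716 down regulated. Relative to that shift no gene changed. Under it the locus of *Mir21* and *Vmp1* was at 0.052. List medians were −3.63 for B lymphocytes, −2.68 for T lymphocytes, −3.17 for lymph node stroma, −0.68 for macrophages, −1.74 for brown fat, −0.96 for white fat, 0.22 for skeletal muscle, −1.87 for red blood cells, −1.20 for milk-protein cells, −0.79 for fibroblasts, −1.42 for dividing cells and −0.64 for known miR-21 targets. Medians that changed direction were −0.36 for hormone-sensing cells, −0.0095 for myoepithelial cells, −0.21 for epithelial cells, −0.52 for endothelial cells and −0.044 for immediate early and heat-shock genes. Of single genes, *Spry2* (−0.39), *Pdcd4* (−0.57) and *Stat5b* (−0.29) changed direction. Unannotated loci hold the difference between the sums, as equal sums over named loci alone, an alternative chosen after seeing the data, shifted the values by 0.10. Then 157 genes were up and 107 down regulated (59.5% up). The locus of *Mir21* and *Vmp1* was at 0.78, T lymphocytes at −1.95, endothelial cells at 0.21, epithelial cells at 0.52, hormone-sensing cells at 0.37, immediate early and heat-shock genes at 0.69, milk-protein cells at −0.47, myoepithelial cells at 0.72 and skeletal muscle at 0.95. Macrophages (0.054) and known miR-21 targets (0.094) changed direction from values near 0.
With list members above 5 FPKM only, medians were −2.09 for B lymphocytes, −1.95 for T lymphocytes, −0.67 for dividing cells and 0.65 for hormone-sensing cells. The lymph node stroma median was −3.39, and milk-protein cells changed direction to 0.11. Few members passed this limit, so these values rest on few genes. The B lymphocyte value is that of *Cd79b* alone, and the lymph node stroma value comes from *Glycam1* and *Cxcl13* alone. T lymphocytes kept only *Tcf7*, *Lck* and *Lat*, and dividing cells only *Birc5*, *Ccna2* and *Mki67*. With a pseudocount of 1 the list medians were −1.78 for B lymphocytes, −1.52 for T lymphocytes, −0.82 for brown fat and −0.63 for dividing cells. They were −1.57 for lymph node stroma and −0.31 for milk-protein cells. All of these lay nearer 0, as a pseudocount does to low genes. With a pseudocount of 0.1, B lymphocytes were at −2.73 and T lymphocytes at −1.93. With failed tests included, chosen after seeing the data, brown fat was at −1.26 and hormone-sensing cells at 0.092. The seed difference was 0.0389 with 8mer sites only and 0.0147 with genes above 5 FPKM. The cause was not tested where none is given. In all, 37 values of single genes moved without a change of direction, some of them printed beside those genes, and 107 values of counts, lists and comparisons and 60 of single genes moved by less than the limits above.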

Differences from the paper's values

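No value differed from the paper's by more than the limits set for a difference, but the counts of genes at 2-fold or more were not identical. The paper's text reports 113 up regulated and 131 down regulated genes, and 115 and 130 were counted here. The alternatives set before the data were examined that kept 115 up regulated genes were q-values at or under 0.01, unadjusted p-values at or under 0.05, and identical loci counted once, and none of those run gave 113 or 131. *Olfm4* and *Ptpn5*, the largest rises found here at 4.33 and 4.82, are not among the genes of Table S1 as read here. They are the only 2 of the 115 up regulated genes absent from it, and 113 genes in it rose 2-fold or more. The paper's 113 is thus reached without them, while its 131 was not reached. For *Pdcd4* the paper's Table 1 gives a p-value of 0.46, and the authors' deposited table holds 0.436. The paper presents *Lbp* and *Pdlim3* as putative targets by alignment. No canonical seed site was found in their longest GENCODE 3′ UTRs, the only ones searched.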

Other observations

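The tests on cell type lists were chosen after their values had been seen, and those on seed sites before, except that the comparison with other words was chosen after the seed difference was seen and before its own result.
Whole glands contain many cell types, and the lists of their genes moved apart. Median log2 fold changes were −3.00 for B lymphocytes (9 genes), −2.05 for T lymphocytes (12), −2.53 for lymph node stroma and venules (6), −0.04 for macrophages (9), −1.11 for brown fat (7), −0.32 for white fat (9), −1.24 for red blood cells (6), 0.27 for hormone-sensing luminal cells (8), −0.57 for milk-protein luminal cells (9), 0.62 for myoepithelial cells (9), 0.42 for epithelial cells (8), −0.16 for fibroblasts (8), 0.11 for endothelial cells (7), −0.79 for dividing cells (9) and 0.59 for immediate early and heat-shock genes (13). The medians of macrophages, fibroblasts, endothelial cells and known miR-21 targets lay inside the middle 95% of the random lists, and the others outside it. Between 2 of 16 (known miR-21 targets) and 11 of 11 (skeletal muscle) members of a list are in Table S1, and Table S1 was read before the lists were written, so neither the medians nor their place among the random lists are independent of the genes the study picked. All members used had a mean above 1 FPKM in these glands, and no gene is in more than one of these lists. A lower share of fat cells alone, which would raise all other lists alike, is argued against by the gap of 3.85 between the highest and the lowest list median. The milk-protein median of −0.57 became 0.11 with members above 5 FPKM only, so its direction is not settled. The hormone-sensing median of 0.27 became 0.092 with failed tests included, an alternative chosen after seeing the data, and its members went both ways, with 5 higher and 3 lower, so its place outside the random lists is not settled either.
Lymphocyte genes were lower in *miR-21-/-* glands, with all 9 B lymphocyte genes and all 12 T lymphocyte genes falling. Their most abundant members fell from 12.3 to 2.88 FPKM (*Cd79b*) and from 13.6 to 4.09 FPKM (*Tcf7*). A scaling of the *miR-21-/-* column is argued against by the median of −0.03 over all named genes, and fewer immune cells of every kind by the macrophage median of −0.04, from 9 genes of which 4 rose and 5 fell. A smaller share of lymph node tissue in the *miR-21-/-* samples cannot be told apart from a change of the lymphocytes alone. Genes of lymph node stroma and venules without *Glycam1*, which the mammary epithelium also makes, and *Cr2*, which B lymphocytes also make, had a median of −2.03 over 4 genes. Of these, 3 fell, and they are also in Table S1, which was read before the lists were written, while *Madcam1* rose by 1.44, from 0.576 to 1.56 FPKM. Whether a node was left in some samples cannot be seen from pooled values, and an effect of miR-21 on lymphocytes was not tested and stays open. *Glycam1*, *Ms4a1* and *Faim3*, which are among the largest falls, belong to these lists.
Brown fat genes were lower, with *Ucp1* falling from 43.3 to 8.48 FPKM and *Cidea* from 52.3 to 19.7 FPKM, while *Prdm16* rose by 0.37. Less brown fat tissue cannot be told apart from lower activity of the same genes, since both give a low list median (−1.11), and the white fat list was lower too (−0.32).
*Pdlim3*, a putative target whose annotated 3′ UTR held no canonical site, rose by 1.44, within the range of the skeletal muscle genes (0.48 to 1.86). Their median was 0.85, and among them only *Myh1* (1.47) and *Mb* (1.86) rose more than *Pdlim3*. A larger share of muscle tissue could contribute to the rise of *Pdlim3*, a hypothesis that these pooled values cannot test further.
Loss of miR-21 would be expected to raise genes with a seed site. The difference of medians lay at the 98.8th percentile of matched random lists, with a size of 0.0247 on the log2 scale. Base composition of the site as the source is argued against by 419 other words of the same bases, of which 9 (2.15%) gave a difference as large. The percentile fell to 90.4 for genes above 5 FPKM, so a small effect of the seed is a hypothesis that this filter weakens. Whether up regulated genes hold more seed sites stays open, since their share, from 3 genes, lay at the 14.1th percentile and inside the range of the random lists.
Of the genes that the paper links to STAT5, *Csn2* was lower (−1.04, standard error 0.22), *Igf1* was lower (−0.38, 0.05) and *Stat5b* was higher (0.34, 0.09) in *miR-21-/-* glands. The authors' test failed for *Socs2* (7.54 to 9.27 FPKM) and *Stat5a* (22.8 to 39.0 FPKM). Just downstream of *Vmp1*, 3 loci without a name, all under 5 FPKM, had log2 fold changes of −1.41 (standard error 0.72), −1.37 (1.42) and −1.72 (0.49). Only the last was called in the authors' deposited table, with a q-value of 0.00483. They were chosen after their values were seen.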
